A study of Arabidopsis thaliana with 18 samples.

How the data were processed

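ChIP-seq peak lists of 4 libraries were used: BRIP1-GFP and BRIP2-GFP in *brm-1*, 2 replicates each, from 14-day-old seedlings, immunoprecipitated with an antibody to GFP. Groups and replicate numbers were taken from the sample titles. The antibody field of 2 samples contradicts their titles: BRIP1-GFP replicate 2 carries no antibody there, and the input of BRIP2-GFP in *brm-1* carries the GFP antibody. The other 14 of the 18 samples were not analysed here.

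The authors called peaks in each library separately, without pooling replicates. The submitters' processing notes name Bowtie, MACS2 2.1.1, deepTools and the TAIR10 genome, and which control library served for each list is not given in the sources used here. For every peak, the deposited lists give the position, the summit, the fold over the local control at the summit as a ratio, the −log10 of the p-value and of the q-value at the summit, and an integer score that was not used. A fold or q is the authors' own value of that peak and was used only to describe, rank and filter peaks within a list. The lowest −log10 q in the 4 lists was 2.04.

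Depth is not listed, but it could be recovered in part. MACS2 writes the fold as the pileup plus 1 over the control plus 1, and the p-value from a Poisson distribution with the control as its mean, so that both the pileup and the control at a summit can be solved for. The solved pileups were whole numbers within 0.05 for 99.8, 99.9, 99.9 and 99.9% of the peaks of the 4 libraries (BRIP1 replicates 1 and 2, then BRIP2 replicates 1 and 2), and 73.6 to 84.9% of the peaks of a library shared one lowest control value, its background: 31.5, 41.2, 29.7 and 23.2 fragments. The median pileup at a summit was 84.0, 103, 79 and 64.0 fragments. Poisson intervals (95%) of pileups, like Wilson intervals of shares, cover counting error only. This step was chosen after the data had been seen.

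Peaks on the 5 nuclear chromosomes were analysed with the RefSeq annotation of TAIR10.1, whose nuclear chromosomes run from 18585056 bp (chromosome 4) to 30427671 bp (chromosome 1) and contain every peak; plastid peaks were only counted. Coordinates count from 1. Peaks were matched when they overlapped by 1 bp or more, and a region is a connected group of matched peaks that holds a peak of each library in question. Chance overlap came from 1000 placements of one set at the same signed distances from the TSSs of random genes. A gene was bound when a summit lay from 1000 bp upstream of its TSS to its 3′ end, among 27444 protein-coding and 326 microRNA genes. Each summit was given the class of its base (coding exon before 5′ UTR, 3′ UTR, non-coding exon, intron and intergenic) and compared with the share of the nuclear genome by an exact binomial test per library.

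Before the data were examined, 32 gene lists were fixed, 17 by hand and 15 from the form of the gene symbols alone, together with 13 motifs, the tests, the alternatives and the rule for named genes. Lists were tested by Fisher's exact test against genes of the same biotypes and motifs by Fisher's exact test against 5 control windows per region, with 0.5 added to each cell for log2 odds ratios and Benjamini-Hochberg adjustment over the lists of a set or over the motifs. Named were the tagged genes and *BRM*; the genes nearest to the 12 regions in all 4 libraries with the best mean rank of fold (13 because of a tie, both being kept after the ranks were seen); the 5 best-ranked genes bound by each protein alone; and up to 4 bound members of each list that passed and of the microRNA156 and microRNA172, vegetative phase change, flowering time and SWI/SNF lists. Members without a summit could be named, and the further list members named in the report (*TIR1*, *AFB2*, *PIN4*, *PIN7*, *MYC2*, *JAZ10*, *CRY2*, *PIF4* and *PIF7*) were chosen after their values were seen.

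Similarity of bound genes was the Jaccard index, tested over the 3 splits of 4 libraries into 2 and 2. Alternatives were peaks with −log10 q of 10 or more, peaks of fold 3 or more, lists of equal length (the best 3637 by q), 50% reciprocal overlap, summits within 150 bp, genes assigned by a summit within 2000 bp of the TSS or by the nearest TSS, each library left out, gene-length matching (10000 draws), motif windows of 50 and 150 bp each side, GC-matched controls, the replicate number as a block and overlap of base pairs. Leaving out peaks with a control over 2 times background, the equal-length splits with their spread, the calls expected at the BRIP1 depths, the summit shares per library with equal lists, gene families by symbol, gene biotypes, 6-base words and the comparison of control values between lists were added after the data had been seen.

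The functions were tested on simulated lists. For the overlap of BRIP1 and BRIP2, 100% of the genes planted in all 4 lists were recovered, and 90.6% of those planted for BRIP2 alone, out of 27770 genes. For the gene lists, 5 of 6 planted lists and none of the others among 32 were called. Overlap of 2 independent lists of 3000 peaks was 0.935 times its placement mean (permutation p = 0.93). The planted motif was called, and none of the others among 13 apart from the E-box that contains it was. Pileups were recovered for 100% of 291 simulated peaks. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.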

Results

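BRIP1 and BRIP2 are a pair of homologous subunits of the plant SWI/SNF chromatin remodelling complexes that are built around the ATPase BRAHMA (BRM). Their chromatin binding was mapped in *Arabidopsis thaliana* by chromatin immunoprecipitation of GFP fusions followed by sequencing (ChIP-seq), from 14-day-old seedlings. The series holds 18 samples, and the 4 analysed here were BRIP1-GFP and BRIP2-GFP in *brm-1*, a loss-of-function mutant of *BRM*, with 2 replicate libraries for each protein. The remaining 14 samples include the same fusions in plants with BRM, BRM-GFP itself and the inputs. They were not analysed here, so no value below measures what the loss of BRM did. The comparisons that could be made were where BRIP1 and BRIP2 sat in plants without BRM, how far the 2 proteins shared sites, and which genes and sequence motifs lay there. The sample titles mark the replicates as biological ones. No sample is titled as an anti-GFP library of plants without a GFP fusion. Signal that does not depend on a fusion therefore cannot be told apart from binding in these lists.

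Without BRM, binding sites were still called for both proteins across the genome. The BRIP1 libraries gave 3637 and 5343 nuclear peaks (4490 ± 1206, SD, n = 2) and the BRIP2 libraries 7877 and 6288 (7083 ± 1124, SD, n = 2). The median fold over the local control, as the authors' peak caller gave it, was 2.59 and 2.44 in the BRIP1 libraries and 2.56 and 2.64 in the BRIP2 libraries, with median widths from 479 to 535 bp. The BRIP1 libraries had the shorter lists although their background was the higher. Recovered from the peak values, it was 31.5 and 41.2 fragments per position for BRIP1 against 29.7 and 23.2 for BRIP2. Read numbers themselves were not known. At that background the lowest fold called was 1.69 and 1.59 for BRIP1 and 1.63 and 1.73 for BRIP2.

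Most called BRIP1 sites were also called as BRIP2 sites, while BRIP2 had many more of its own. Peaks of both BRIP1 libraries overlapped at 3295 regions, peaks of both BRIP2 libraries at 5426, and 2982 regions held a peak of all 4 libraries. Of the BRIP1 regions, 93.5% (95% Wilson interval 92.6 to 94.3%) were overlapped by a BRIP2 region, against 9.14% on average when the same intervals were placed at the same distance from random transcription start sites (TSSs). In the other direction, 55.3% (54.0 to 56.6%) of the BRIP2 regions were overlapped by a BRIP1 region, against 6.15% after random placement. Replicates of one protein overlapped to a similar degree. For BRIP1, 94.0% of the peaks of replicate 1 were overlapped in replicate 2 and 62.1% the other way. For BRIP2, 90.2% of the peaks of replicate 2 were overlapped in replicate 1 and 69.6% the other way. Each of these 6 shares lay above all 1000 placements (one-sided permutation test, p = 0.001, the smallest that 1000 placements can give). Placement at random TSSs does not exclude signal that the libraries would share without a GFP fusion. Across shared regions the fold of the 2 replicates was ranked alike. Spearman's rho was 0.843 over the 3295 BRIP1 regions and 0.823 over the 5426 BRIP2 regions, where regions are not independent replicates. The shares depended on list length: with the best 3637 peaks of every library, they became 81.1% and 78.6%.

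The region with the best mean rank of fold in all 4 lists lay upstream of *WRKY22* (AT4G01250), a transcription factor gene of defence signalling, on chromosome 4 from 524902 to 526969 (TAIR10). Its summit at 525340 was intergenic, 1091 bp upstream of the TSS, where the fold was 7.42 ± 0.82 for BRIP1 and 10.8 ± 0.99 for BRIP2 (SD, n = 2 each). The pileups behind these values were 232 (95% Poisson interval 203 to 264) and 344 (309 to 382) fragments in the BRIP1 libraries, and 351 (315 to 390) and 243 (213 to 276) in the BRIP2 libraries. These intervals cover counting error only. The 41 bp centred on that summit, 525320 to 525360, read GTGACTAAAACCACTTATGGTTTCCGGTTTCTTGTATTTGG. The next regions lay at *XTH9* (AT4G03210), a cell wall xyloglucan endotransglucosylase/hydrolase gene, and upstream of *LBD41* (AT3G02550), a gene of the LATERAL ORGAN BOUNDARIES DOMAIN family. At *XTH9* the summit was in the 5′ UTR at chromosome 4 position 1415619, 2 bp inside the TSS, with a fold of 7.67 ± 0.042 for BRIP1 and 7.64 ± 0.30 for BRIP2. At *LBD41* it was intergenic at chromosome 3 position 538464, 338 bp upstream, with 7.02 ± 0.31 for BRIP1 and 9.07 ± 0.53 for BRIP2.

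**Figure D1:**
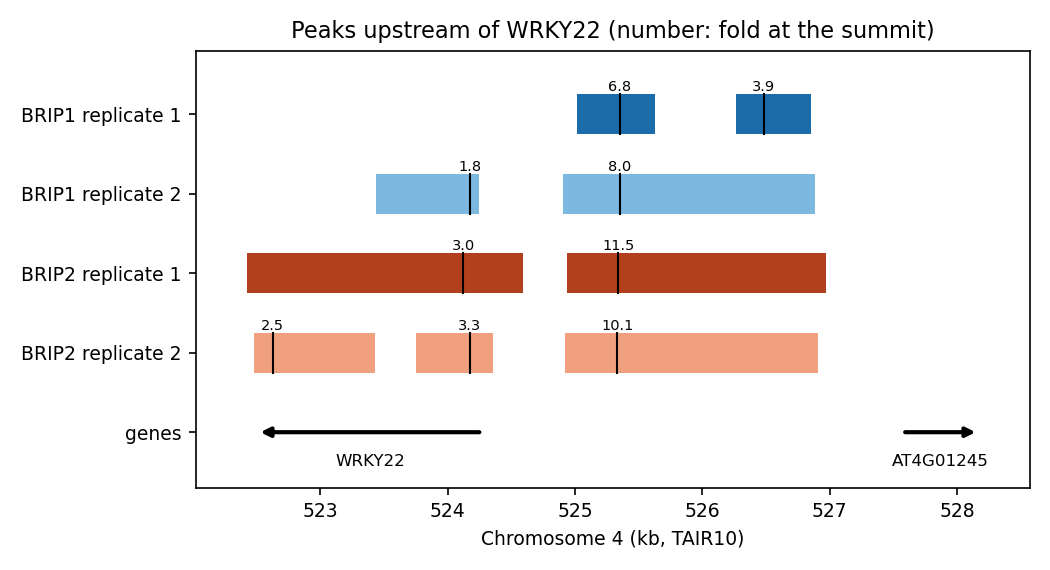
Peaks of the 4 libraries upstream of WRKY22 on chromosome 4 (x axis in kb, TAIR10), one line per library, with boxes for peaks, black ticks for summits and the fold printed above each summit. In each library the highest summit of the view lies within the region from 524902 to 526969, upstream of the gene, whose arrow points in the direction of transcription.

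The other genes nearest to the best-ranked regions were *AGL44* (AT2G14210), a MADS-box gene of nitrate-dependent root growth, AT5G64730, *TCP9* (AT2G45680) and *GIS* (AT3G58070), a zinc finger gene of trichome initiation. After these came AT1G18740, *SCL3* (AT1G50420), a GRAS gene of gibberellin signalling, and *BRG1* (AT5G45100), which is not on the SWI/SNF list. AT1G24265, AT1G02360 and *AP2* (AT4G36920), the floral homeotic gene, followed. At these other regions the mean fold ran from 5.82 (AT1G02360) to 6.997 (*GIS*) for BRIP1 and from 6.59 (*BRG1*) to 7.66 (*AGL44*) for BRIP2. Several of these summits were far from the nearest TSS. That at *AP2* lay 2854 bp upstream, that at *GIS* 2669 bp upstream and that at *BRG1* 2776 bp upstream, each intergenic. The summit at *TCP9* lay in its 3′ UTR, at chromosome 2 position 18820506, and the 41 bp around it (18820486 to 18820526), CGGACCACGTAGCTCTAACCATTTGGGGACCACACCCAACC, held a TCP class II site. At AT1G18740 the summit was 183 bp upstream of the TSS on chromosome 1, and the sequence from 6463646 to 6463686, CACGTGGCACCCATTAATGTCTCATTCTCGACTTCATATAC, held a G-box.

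Most genes bound by BRIP1 were also bound by BRIP2. A gene counted as bound when a summit lay between 1000 bp upstream of its TSS and its 3′ end. Of 27770 protein-coding and microRNA genes, 2131 were bound in both BRIP1 libraries, 3928 in both BRIP2 libraries and 1921 in all 4, where independent lists would share 301.4 (log2 odds ratio 6.75, one-sided Fisher's exact test, −log10 p = 1562). The shared genes made up 90.15% of the BRIP1 genes and 48.9% of the BRIP2 genes.

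Few genes were bound by BRIP1 alone, whereas about 1000 were bound by BRIP2 alone. In both BRIP1 libraries and neither BRIP2 library, 46 genes were bound. They were led by AT2G22426 (fold 4.47 ± 0.35), *EXO* (AT4G08950; 3.72 ± 0.21), a brassinosteroid-responsive gene, *PIL6* (AT3G59060; 3.64 ± 0.080), a phytochrome-interacting factor gene. *STY46* (AT4G38470; 3.46 ± 0.069) came next, and then *BRC1* (AT3G18550; 3.22 ± 0.23), a TCP gene that represses branching. The converse held for 1022 genes, led by *LGT8* (AT1G70090; fold 4.245 ± 0.40), *PIRL9* (AT3G11330; 4.22 ± 0.67), AT5G53540 (4.01 ± 0.18), AT2G36690 (3.94 ± 0.32) and AT3G48760 (3.72 ± 0.36; SD, n = 2 for each). At *PIRL9*, AT5G53540, AT2G36690 and AT3G48760 the BRIP2 summits lay between -904 and -976 bp from the TSS, near the edge of the 1000-bp window. The BRIP1 summits of *STY46*, at -993 and -990 bp, did too. A peak of the other protein with its summit just outside that window would not count, so such genes need not differ in binding. Splits that mixed the proteins gave 36 and 91 genes (replicates 1 against replicates 2) and 22 and 272 genes (the crossed split). The counts followed list length: with 3637 peaks per library, 147 genes were bound by BRIP1 alone and 181 by BRIP2 alone, against 84 and 76, and 96 and 75, in the mixed splits. Leaving out a library relaxed the rule, as fewer libraries then had to agree, so the BRIP1-only and BRIP2-only counts could only rise. BRIP1-only genes numbered 222 without BRIP1 replicate 1, 93 without BRIP1 replicate 2, 160 without BRIP2 replicate 1 and 96 without BRIP2 replicate 2. BRIP2-only genes numbered 1885 without BRIP1 replicate 2 and 2491 without BRIP2 replicate 2.

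On average, the bound genes of 2 libraries of one protein were more alike (mean Jaccard index 0.590) than those of libraries of different proteins (0.474, SD 0.088 over 4 pairs), a difference of 0.116. Not every pair followed this: replicate 2 of BRIP1 and replicate 2 of BRIP2 had an index of 0.571, against 0.567 for the BRIP1 pair and 0.613 for the BRIP2 pair. The 2 other splits of the 4 libraries gave differences of -0.0656 and -0.0507. However, 3 splits allow no exact p under 0.333, the value found here, so the test cannot tell the proteins apart. Without BRIP1 replicate 1, BRIP1 replicate 2 or BRIP2 replicate 1 the difference was 0.0713, 0.208 or 0.0591.

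BRIP1 and BRIP2 were found near TSSs and between genes more often than the genome share of such positions, and rarely in coding sequence. Summits within 500 bp of a TSS made up 36.2 ± 1.45% of the BRIP1 summits and 43.6 ± 1.47% of the BRIP2 summits (SD, n = 2 each), while such positions make up 21.7% of the nuclear genome. Each of the 4 libraries exceeded the genome share (exact binomial test, largest p = 1.1e-77, in BRIP1 replicate 1). Intergenic positions held 69.1 ± 0.12% of the BRIP1 and 65.99 ± 1.58% of the BRIP2 summits against 36.3% of the genome. For 5′ UTRs the shares were 12.2 ± 0.35% and 15.4 ± 0.55% against 4.91%. Coding exons, 28.3% of the genome, held 3.19 ± 0.15% and 3.89 ± 0.50%, and introns, 15.2% of the genome, 4.11 ± 0.14% and 3.91 ± 0.25%. Between 63.9 and 65.8% of the summits of a library were upstream of the nearest TSS, at median distances of -295 and -254 bp for BRIP1 and -146 and -189 bp for BRIP2. The share near a TSS was higher in both BRIP2 libraries than in both BRIP1 libraries, also with 3637 peaks per library (38.6 and 38.2% against 35.2 and 33.7%), but 2 libraries against 2 cannot give an exact p under 0.333.

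**Figure D2:**
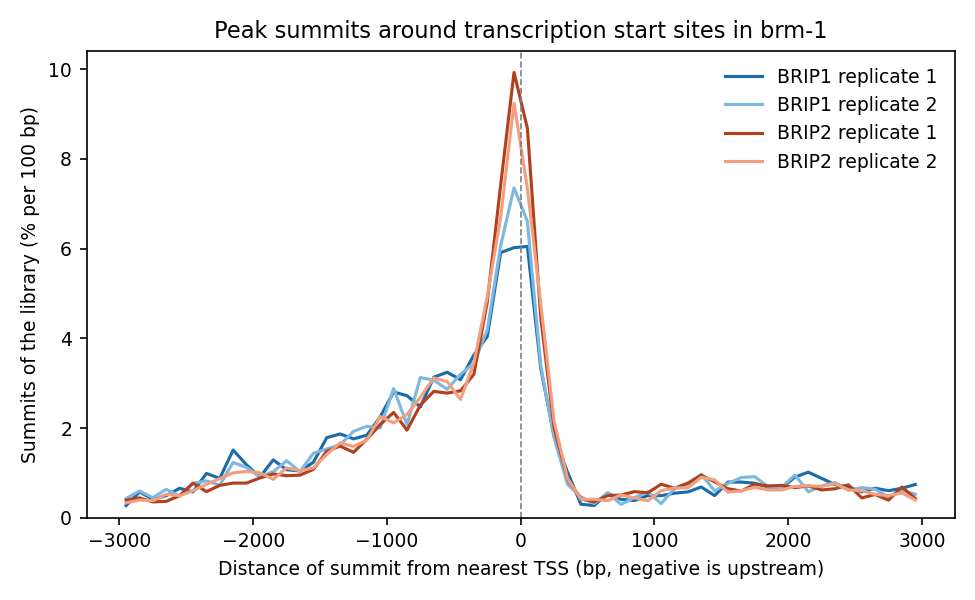
Share of each library's summits (y axis, % per 100 bp) by distance from the nearest TSS (x axis, bp, negative is upstream), one line per library. In all 4 libraries the highest bin lies within 100 bp of the TSS, and more summits lie upstream than downstream.

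Genes of auxin, jasmonate and light signalling and of the WRKY and ERF families were bound by both proteins more often than other genes. The same held for a joint list of heat and cold stress genes. Of 32 gene lists, 7 were bound more often than the 6.96% of protein-coding genes bound in all 4 libraries (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05 over the 32 lists). None was bound less often, and 12 had an unadjusted exact p under 0.05. The count of 7 rose to 12 without BRIP1 replicate 1, and to 18 when each peak was given only to the gene with the nearest TSS. Lists of gene families hold only the genes whose annotated symbol carries the family's name, not all members of a family. The 7 lists hold 192 distinct genes, of which 54 were bound in all 4 libraries. Of the 192, 8 genes, 3 of them bound, are in more than 1 of these lists.

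Auxin signalling and transport had 11 of 26 genes bound (log2 odds ratio 3.32, exact test, adjusted p = 1.7e-05). Among them were the early response gene *IAA2* (AT3G23030; fold 4.08 ± 0.20 for BRIP1 and 4.70 ± 0.87 for BRIP2), the efflux carrier gene *PIN3* (3.24 ± 0.49 and 3.57 ± 0.027), and the auxin response factor genes *ARF8* (2.82 ± 0.20 and 4.09 ± 0.76) and *ARF19* (3.07 ± 0.12 and 3.24 ± 0.38). The receptor genes *TIR1* and *AFB2* and the carrier genes *PIN4* and *PIN7* were also bound in all 4 libraries. Of the Aux/IAA repressor genes with an IAA symbol, which leaves out *SHY2* (bound in all 4 libraries) and *AXR3* (bound in none), 6 of 24 were bound (log2 odds ratio 2.23, exact test, adjusted p = 0.023). They were led by *IAA16* (5.09 ± 0.32 and 5.26 ± 0.92), *IAA2*, *IAA9* (3.33 ± 0.080 and 4.14 ± 0.18) and *IAA7* (3.13 ± 0.14 and 3.20 ± 0.61). The repressor list lost its call in 3 of 10 alternatives: without BRIP1 replicate 1 (exact test, adjusted p = 0.060), with peaks of −log10 q of 10 or more (0.0516) and with summits within 2000 bp of the TSS (0.179). Its log2 odds ratio ran from 1.35 to 3.35 over the 10 alternatives. Jasmonate signalling had 6 of 14 genes bound (log2 odds ratio 3.36, exact test, adjusted p = 0.0030). These were the master regulator *MYC2* and 5 genes of JAZ repressors, *JAZ6* (3.89 ± 0.23 and 4.796 ± 0.13), *JAZ1* (3.58 ± 0.40 and 4.803 ± 0.26), *JAZ3* (3.18 ± 0.14 and 3.89 ± 0.11), *JAZ5* (2.43 ± 0.086 and 3.96 ± 0.11) and *JAZ10*.

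Light signalling had 7 of 21 genes bound (log2 odds ratio 2.79, exact test, adjusted p = 0.0030). Among these were the photoreceptor genes *PHYB* (3.84 ± 0.17 and 4.26 ± 0.42), *CRY2* and *PHOT1* (3.54 ± 0.26 and 3.38 ± 0.29), the phytochrome-interacting factor genes *PIF3* (2.51 ± 0.46 and 3.26 ± 0.069), *PIF4* and *PIF7*, and *LZF1* (3.76 ± 0.48 and 4.21 ± 0.41). Of the heat and cold stress genes 8 of 27 were bound (log2 odds ratio 2.55, exact test, adjusted p = 0.0030). They included the cold response regulators *CBF1* (4.102 ± 0.40 and 5.16 ± 0.58) and *CBF2* (4.247 ± 0.0022 and 4.14 ± 0.13), the heat shock factor gene *HSFA3* (2.89 ± 0.094 and 4.06 ± 0.66) and the dehydrin gene *ERD10* (2.79 ± 0.11 and 3.15 ± 0.32). Another 11 genes of this list had no summit in any library. Among them were *HSP101*, *HSP70*, *HSP90.1*, *HSFA2*, *HSFA7A*, *HSF1* and *HSF3* of the heat response and the cold gene *COR15A*. Heat genes and cold genes were not tested apart, so the call does not show that heat genes were bound more often. WRKY factors, which act in defence and stress, had 13 of 67 genes bound (log2 odds ratio 1.73, exact test, adjusted p = 0.0040). The strongest were *WRKY7* (5.98 ± 0.23 and 5.75 ± 0.31), *WRKY47* (4.66 ± 0.017 and 5.26 ± 1.37), *WRKY11* (3.83 ± 0.15 and 4.90 ± 0.010) and *WRKY40* (2.80 ± 0.096 and 3.73 ± 0.076). *WRKY22* is not among these 13, since its strongest summit lay outside the 1000-bp window and BRIP1 replicate 1 had no other summit there. ERF factors, named for ethylene response, had 6 of 21 genes bound (log2 odds ratio 2.49, exact test, adjusted p = 0.013). The strongest of these were *ERF12* (3.71 ± 0.40 and 4.41 ± 0.62), *ERF2* (3.07 ± 0.48 and 4.37 ± 0.19), *ERF15* (2.57 ± 0.073 and 2.999 ± 0.27) and *ERF10* (2.55 ± 0.051 and 2.75 ± 0.26). The ERF list lost its call in 3 of 10 alternatives, among them peaks of −log10 q of 10 or more (exact test, adjusted p = 0.134) and lists of equal length (0.0535). Its log2 odds ratio ran from 2.19 to 3.13 over the 10 alternatives. Folds in these 2 paragraphs are the authors' values as mean ± SD over 2 libraries, for BRIP1 and then BRIP2. Here and for the list members named below, each library gives the gene's best-ranked peak, which need not be the same site in both replicates. In the BRIP2 libraries, for example, the summits lay at 140 and -928 bp from the TSS of *IAA2* and at -964 and -273 bp from that of *JAZ6*. With peaks of fold 3 or more alone, which left 434 genes bound in all 4 libraries, the auxin, heat and cold stress, WRKY and ERF lists lost their call (exact tests, adjusted p = 0.517, 0.197, 0.221 and 0.455). Their log2 odds ratios were then 1.87, 2.61, 1.76 and 2.19, against 3.32, 2.55, 1.73 and 2.49 with all peaks. The jasmonate, light and Aux/IAA lists kept their call with log2 odds ratios of 4.251, 3.56 and 3.35.

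**Figure D3:**
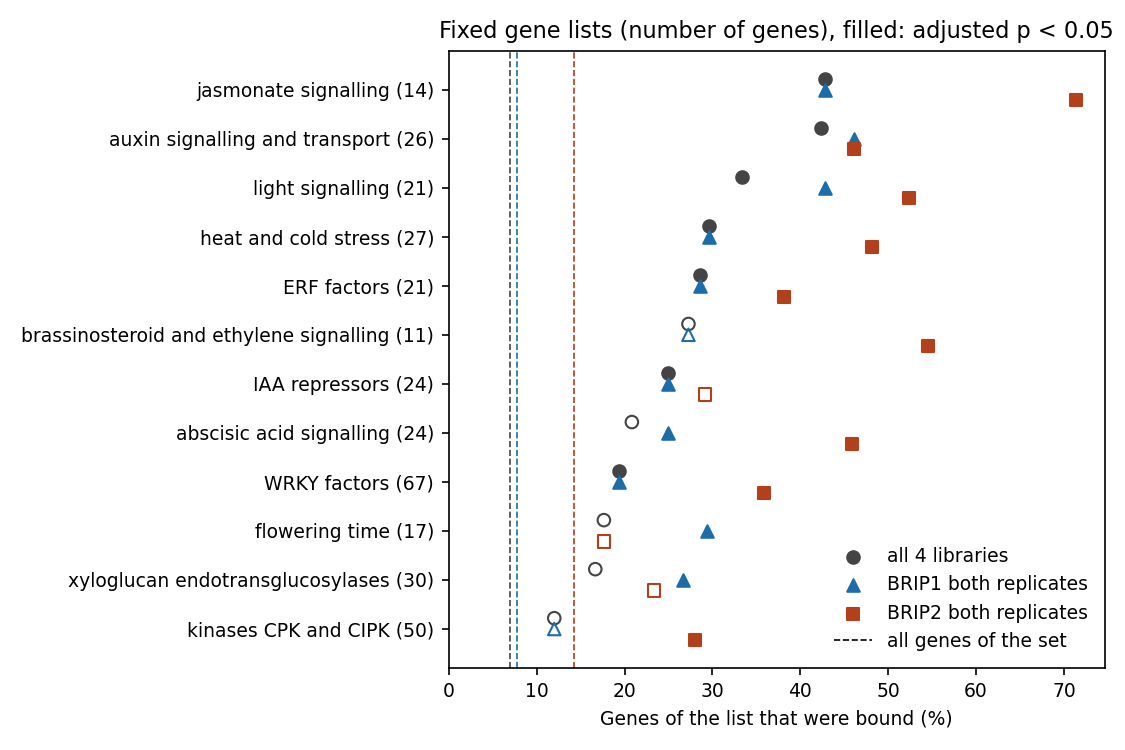
Share of the genes of a list that were bound (x axis, %) in all 4 libraries (circles), both BRIP1 libraries (triangles) and both BRIP2 libraries (squares), for the 12 lists that passed in any of these sets, with list sizes in brackets and dashed lines for all genes of each set. Filled symbols passed the test, and jasmonate signalling stands highest with 42.9% in all 4 libraries and 71.4% in both BRIP2 libraries.

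Taken by protein, 10 lists passed for BRIP1 and 9 for BRIP2, and whether a list differed between the proteins was not tested. For BRIP1 the same 7 lists passed, and 3 more. They were xyloglucan endotransglucosylases (8 of 30; exact test, adjusted p = 0.0087), with *XTH25* and *XTH24* bound in the BRIP1 libraries alone, abscisic acid signalling (6 of 24; adjusted p = 0.027) with the kinase gene *OST1*, and flowering time (5 of 17; adjusted p = 0.027) with *RAV2* and *FD*. For BRIP2, jasmonate signalling reached 10 of 14 genes (exact test, adjusted p = 6.2e-05), WRKY factors 24 of 67 (0.00014), heat and cold stress 13 of 27 (0.00029), light signalling 11 of 21 (0.00034), auxin 12 of 26 (0.00060) and ERF factors 8 of 21 (0.024). Abscisic acid signalling (11 of 24, exact test, adjusted p = 0.0011), with *PYL2*, *ABI5*, *ABI2* and *NCED3*, and brassinosteroid and ethylene signalling (6 of 11, 0.0092), with *BRI1*, *BES1* and *BZR1*, also passed for BRIP2. So did the CPK and CIPK kinases (14 of 50, exact test, adjusted p = 0.045), with *CIPK8*, *CPK32*, *CIPK13* and *CPK5*, but not the Aux/IAA repressors (7 of 24, 0.14).

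Genes of the juvenile-to-adult transition and of flowering were bound in part. Of 8 microRNA156 and microRNA172 genes none was bound in all 4 libraries. *MIR156c* had a summit in 3 libraries and *MIR156d* in 1. The annotated models of these 8 genes have a median length of 112.5 bp, and whether they begin where transcription starts was not examined. The window may therefore miss their promoters. Vegetative phase change had 3 of 16 genes bound (log2 odds ratio 1.79, exact test, adjusted p = 0.18), all targets of microRNA156. They were *SPL13B* (AT5G50670; fold 3.36 ± 0.047 and 4.43 ± 0.20), *SPL13A* (AT5G50570; 3.59 ± 0.54 and 4.01 ± 0.0075) and *SPL5* (AT3G15270; 2.80 ± 0.53 and 2.79 ± 0.26). *SPL3*, *SPL9* and *SPL15* had no summit in any library. *AP2*, also on this list, was not counted as bound, since the summit of its best-ranked region lay 2854 bp upstream, outside the 1000-bp window. Flowering time had 3 of 17 bound in all 4 libraries (log2 odds ratio 1.69, exact test, adjusted p = 0.18). These were *TEM1* (AT1G25560; 4.96 ± 0.66 and 5.16 ± 0.23), a repressor of *FT*, *GI* (2.87 ± 0.065 and 3.52 ± 0.19) and *AGL8* (2.56 ± 0.40 and 2.64 ± 0.23). In contrast, *FT*, *FLC* and *CO* had no summit in any library. The other lists that did not pass for all 4 libraries were floral identity (2 of 8), circadian clock (4 of 21), abscisic acid signalling (5 of 24), gibberellin pathway (3 of 18), cytokinin signalling (3 of 17), brassinosteroid and ethylene signalling (3 of 11), meristem and leaf polarity (4 of 24) and photosynthesis (1 of 24). Among gene families they were MYB (14 of 116), NAC (10 of 81), bZIP (3 of 30), TCP (4 of 16) and bHLH factors (0 of 13), the last without the bound *MYC2*, *PIF3*, *PIF4* and *PIF7*, which carry other symbols. They also included SAUR genes (2 of 16), genes with RPL, RPS or RPP symbols (1 of 48), which are ribosomal protein genes mixed with disease resistance genes, cytochrome P450 (11 of 219), genes with histone-like symbols (1 of 21, of which 2 are HISN genes of histidine synthesis), expansins (6 of 31), xyloglucan endotransglucosylases (5 of 30) and CPK and CIPK kinases (6 of 50). All 14 seed maturation genes lacked a summit in any library. Not passing need not mean weaker enrichment in such short lists. Brassinosteroid and ethylene signalling, floral identity and TCP factors had log2 odds ratios of 2.46, 2.36 and 2.27, above the 2.23 of the Aux/IAA repressors, which passed. The rest of the lists that did not pass lay lower, down to -1.25 for the genes with RPL, RPS or RPP symbols.

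Of 20 genes of SWI/SNF subunits, 1 was bound in all 4 libraries, AT5G55040, a bromodomain protein gene, with a summit in the 5′ UTR (fold 3.03 ± 0.11 for BRIP1 and 4.31 ± 0.15 for BRIP2). Another 14, among them *SYD* and *SWI3C*, had no summit in any library. *BRM* itself (AT2G46020, chromosome 2 from 18922533 to 18932055) had a summit in its 5′ UTR in both BRIP2 libraries, 304 and 347 bp inside the TSS, with a fold of 2.574 and 2.599, and in neither BRIP1 library. At the genes of the tagged proteins, peaks were found in 1 of the 2 libraries of the same protein. BRIP1 replicate 2 had peaks at *BRIP1* (AT3G03460, chromosome 3 from 822896 to 824546), with summits at 824669 and 825455 (-123 and -909 bp from the TSS). BRIP2 replicate 1 had a peak in the 5′ UTR of *BRIP2* (AT5G17510) at chromosome 5 position 5772423. Their folds, 1.38, 1.26 and 1.72, were among the lowest of their lists, and the local control there stood 5.98, 6.07 and 3.97 times above the background of the list. At the *BRM* summits the control was at background.

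G-boxes and TCP sites were enriched under the summits. Of the 2982 regions with peaks in all 4 libraries, 16.5% had a G-box (CACGTG), the core of sites bound by bHLH and bZIP factors, within 75 bp of the summit, against 1.68% of 14910 control windows at the same distances from TSSs of unbound genes (log2 odds ratio 3.53, two-sided Fisher's exact test, adjusted p = 6.0e-210 over 13 motifs). A TCP class II site (GTGGNCCC) was found in 3.76% against 0.241% (3.997, adjusted p = 3.4e-56 by the same exact test). GAGA repeats (7.68 against 2.98%), E-boxes (58.7 against 40.2%), which include the G-box, W-boxes (24.6 against 14.7%), the sites of WRKY factors, site II elements (10.8 against 6.10%), GCC-boxes (2.72 against 1.71%), the sites of ERF factors, and DOF cores (92.4 against 88.7%) were also more frequent. Telo-boxes (1.27 against 2.75%) and MYB sites (51.7 against 55.1%) were less frequent, calls that were lost with peaks of fold 3 or more (log2 odds ratios -0.50 and -0.08, exact tests, adjusted p = 0.377 and 0.525). Heat shock elements (5.53 against 6.28%), evening elements (2.35 against 2.18%) and GATA sites (35.1 against 36.1%) did not pass (adjusted p = 0.157, 0.585 and 0.300 by the same exact test). The windows were richer in G and C than the controls (37.7 against 35.1%), and with controls matched to 37.1% the G-box and the TCP site kept log2 odds ratios of 3.19 and 4.17. The evening element passed against these controls (2.35 against 1.51%, log2 odds ratio 0.66, exact test, adjusted p = 0.0019) and without BRIP1 replicate 1 (0.37, exact test, adjusted p = 0.033), but its log2 odds ratio was -0.63 with peaks of fold 3 or more (exact test, adjusted p = 0.223). No other motif changed its call with the matched controls. Control windows were not chosen for open chromatin or for the class of their position. The comparison is therefore with places outside all peaks at genes unbound in every library, and some of these places may lie inside genes.

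**Figure D4:**
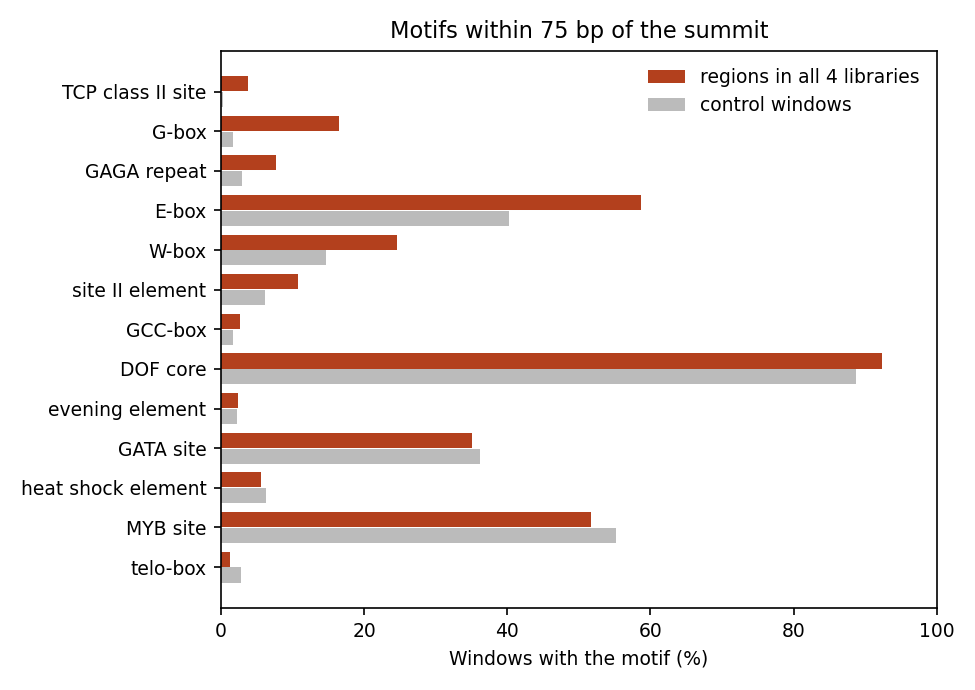
Share of windows with each motif (x axis, %) within 75 bp of the summit for the 2982 regions with peaks in all 4 libraries (red) and for 14910 control windows (grey), ordered by odds ratio from the TCP class II site at the top to the telo-box at the bottom. The G-box was found in 16.5% of the regions and 1.68% of the controls.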

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

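Peaks on the plastid genome, which lies outside the comparisons made above, were listed in every library. There were 6 in BRIP1 replicate 1, 7 in BRIP1 replicate 2, 2 in BRIP2 replicate 1 and 3 in BRIP2 replicate 2. Their fold was low, from 1.059 to 1.39, 1.08 to 1.41, 1.19 to 1.195 and 1.13 to 1.17 in that order, and the median control at their summits was 171, 167, 168 and 161 times the nuclear background of the same list. No explanation was tested for them.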

How the results depend on the processing

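Of 142 alternative values of the counts, shares and similarities, 88 stayed within their limits and 54 moved. The limits were a fixed factor for counts, and an interval or SD of the main value for shares, rank agreements and similarity. Only the similarity difference could change direction, and it did not. Leaving out peaks with a control over 2 times background, the one alternative chosen after seeing the data, moved none. It took only 22, 18, 16 and 14 peaks from the 4 lists, so little movement could follow. The moves below follow from fewer peaks, fewer libraries or stricter matching, as each alternative's construction shows, except that the cause was not tested for the similarity, the shares near a TSS and the number of gene lists. With −log10 q of 10 or more there were 2028 BRIP1 regions, 2705 BRIP2 regions, 1732 regions in all 4 libraries, overlap shares of 87.5 and 64.4%, rank agreements of 0.773 and 0.763, 1029 genes bound in all 4, 296 by BRIP2 only, and 31.98 and 38.3% of summits near a TSS. With fold 3 or more these were 889, 1725, 806, 92.0 and 46.9%, 0.718 and 0.711, 434, 452, and 27.2 and 35.2%, with 14 genes by BRIP1 only and a similarity difference of 0.211. Equal lists gave 2854 BRIP2 regions, shares of 81.1 and 78.6%, rank agreements of 0.809 and 0.764, 147 and 181 genes by one protein only, and 34.5 and 38.4% near a TSS. Reciprocal overlap of 50% gave shares of 77.3 and 47.5%, and summits within 150 bp 78.2 and 49.4%. Assigning peaks to the nearest TSS raised the lists that passed from 7 to 18. Leaving out a library gave 3295 to 5343 BRIP1 regions, shares of 81.8 to 98.3% and 40.6 to 76.6%, 93 to 222 genes by BRIP1 only, 1144 to 2491 by BRIP2 only, a similarity difference of 0.0591 to 0.208 and 7 to 12 lists (12 without BRIP1 replicate 1); with 1 library of a protein left, its rank agreement had no value.

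Replicate numbers are shared by the proteins, but no label ties libraries of one number together, and the split by number gave a similarity difference of -0.0656; with the replicate block (pairs of the same number only) the difference between proteins was 0.121. Of 70 alternative tests of the 7 lists that passed, 61 kept the call and 9 lost it: ERF factors (3), Aux/IAA repressors (3), auxin, heat and cold stress and WRKY factors (1 each). Among all 320 tests of lists 26 gained a call, most often abscisic acid signalling (5 of 10) and TCP factors (4 of 10), and among 130 of motifs 2 lost and 3 gained one. Depth limits these lists to folds of 1.59 to 1.73 and above at background, so weaker binding was not detectable.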

Other observations

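Some gene families, not all of them outside the fixed lists, were bound often; families sharing a symbol, gene biotypes and 6-base words were all examined only after the results had been seen. Of 243 symbol families with 8 or more members, 6 were bound in all 4 libraries more often than other genes (Fisher's exact test, adjusted over the 243). The EARLY RESPONSIVE TO DEHYDRATION genes led with 8 of 13 bound (log2 odds ratio 4.37, exact test, adjusted p = 0.00012), followed by the INDETERMINATE DOMAIN zinc finger genes with 6 of 9 (4.64, 0.00096), JAZ with 5 of 10 (3.74, 0.025), WRKY with 13 of 67 (1.73, 0.034), arabinogalactan proteins with 8 of 30 (2.34, 0.034) and the cytokinin response factors with 5 of 12 (3.30, 0.034). JAZ and WRKY overlap the fixed lists, as does *ERD10* of the ERD genes. In the BRIP2 libraries 10 of 13 ERD, 8 of 10 JAZ and 7 of 11 ACR genes, of the ACT domain repeat proteins, were bound.

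Long non-coding RNA genes were bound in all 4 libraries at 7.99% of 3480, close to the 6.96% of protein-coding genes, whereas 0.281% of 3917 pseudogenes and 1.76% of 625 tRNA genes were; these differences were not tested. Of 2080 pairs of 6-base words, 553 were more and 662 less frequent under the summits than in GC-matched controls (Fisher's exact test, adjusted). CACGTG led (16.5 against 2.11%), followed by GGACCA (18.1 against 3.99%) and GGGACC (11.3 against 1.54%), both contained in forms of the TCP class II site.

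Peaks at the loci of the tagged genes were seen in 2 of the 4 libraries in which the protein's own gene could show one, and in none of the libraries of the other protein. That count was not under 2, the bound set against the explanation, but the peaks were not in all of these libraries either. The control pileup, a test chosen after the peaks had been seen, was added to it. The control stood at 5.98 times background at *BRIP1* in BRIP1 replicate 2 and at 3.97 times at *BRIP2* in BRIP2 replicate 1, where a locus at the genomic copy number would stand near 1. Extra copies of the locus in the GFP transgene are a candidate explanation for these peaks. Binding of the proteins to their own genes was not tested apart from this.

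Genes bound by BRIP2 only (1022) were mostly weak sites, with a median fold at percentile 30.7 within the BRIP2 lists, against 74.0 for genes bound in all 4 libraries. The shorter BRIP1 lists may have missed weak sites. However, the 46 genes bound by BRIP1 only were weak as well, with a median at percentile 39.5, so weakness was not particular to the protein with the longer lists. Whether too few reads in the BRIP1 libraries were the cause could not be decided. Of these genes, 99.7% had a fold in both BRIP2 lists of at least 1.69, the higher of the lowest folds called in the BRIP1 lists at background. That share was nearly fixed by the choice of genes called in both BRIP2 lists, whose own lowest folds at background were 1.63 and 1.73. It was 99.8% for all genes bound in both BRIP2 libraries. It shows only that the calling limits of the 4 lists were alike, and a BRIP1 limit of 2.38 would have left 25% of the genes. Had BRIP1 the lower of the 2 BRIP2 folds at these genes, Poisson counting at the BRIP1 depths would have had 93.2 and 97.7% of them called in replicates 1 and 2. This calculation was added after seeing the data, and it may be too high, as the genes were chosen for being called in BRIP2 alone. With equal lists the count fell to 181, and the similarity difference between proteins from 0.116 to 0.0426. That is above 0 by more than the SD of 0.017 between the 4 pairs of different proteins in these lists. This spread was computed after the difference had been seen, and the 4 pairs share libraries, so they are not independent. List length is argued against as the whole cause of the difference, though 3 splits allow no exact p under 0.333. Lists of one protein also had control values more alike than lists of different proteins, and what this adds to their similarity was not tested. A lower yield of the BRIP1 immunoprecipitation and fewer BRIP1 sites without BRM both stay open, as untested.

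BRIP1 replicate 2 carries no antibody in its label. If it were an input, its peaks should not follow those of BRIP1 replicate 1, yet 94.0% of the peaks of replicate 1 were overlapped by one of replicate 2, which argues against an input. At summits shared within 5 bp where the control was raised, the log2 ratio of the 2 lists' controls over background had an SD of 0.018 (44 summits) between the BRIP1 lists and 0.026 (60 summits) between the BRIP2 lists, and of 0.085 to 0.17 between lists of different proteins, a comparison chosen after seeing the data. No biological explanation was tested.

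Gene length did not account for the gene lists, as 7 of the 7 lists kept a permutation p under 0.05 against random genes of the same length. Peaks with a control over 2 times background numbered 22, 18, 16 and 14 in the 4 lists. The widest of them, of 8374 bp, was in BRIP1 replicate 1 on chromosome 3 from 14195410 to 14203783. In BRIP2 replicate 1 the widest, of 6635 bp, lay on chromosome 4.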
